# Chemokines Up-Regulated in Epithelial Cells Control Senescence-Associated T Cell Accumulation in Salivary Glands of Aged and Sjögren’s Syndrome Model Mice

**DOI:** 10.3390/ijms22052302

**Published:** 2021-02-25

**Authors:** Mie Kurosawa, Yosuke Shikama, Masae Furukawa, Rieko Arakaki, Naozumi Ishimaru, Kenji Matsushita

**Keywords:** sialadenitis, xerostomia, cellular senescence, immunosenescence, chemokines

## Abstract

Immunosenescence is characterized by age-associated changes in immunological functions. Although age- and autoimmune-related sialadenitis cause dry mouth (xerostomia), the roles of immunosenescence and cellular senescence in the pathogenesis of sialadenitis remain unknown. We demonstrated that acquired immune cells rather than innate immune cells infiltrated the salivary glands (SG) of aged mice. An analysis of isolated epithelial cells from SG revealed that the expression levels of the chemokine CXCL13 were elevated in aged mice. Senescence-associated T cells (SA-Ts), which secrete large amounts of atypical pro-inflammatory cytokines, are involved in the pathogenesis of metabolic disorders and autoimmune diseases. The present results showed that SA-Ts and B cells, which express the CXCL13 receptor CXCR5, accumulated in the SG of aged mice, particularly females. CD4^+^ T cells derived from aged mice exhibited stronger in vitro migratory activity toward CXCL13 than those from young mice. In a mouse model of Sjögren’s syndrome (SS), SA-Ts also accumulated in SG, presumably via CXCL12-CXCR4 signaling. Collectively, the present results indicate that SA-Ts accumulate in SG, contribute to the pathogenesis of age- and SS-related sialadenitis by up-regulating chemokines in epithelial cells, and have potential as therapeutic targets for the treatment of xerostomia caused by these types of sialadenitis.

## 1. Introduction

The prevalence of dry mouth (xerostomia) is significantly higher in women than in men and increases with age due, in part, to salivary gland hypofunction [1,2,3,4]. Dry mouth is also a common symptom among patients with several systemic diseases, such as diabetes and Sjögren’s syndrome (SS) [5,6]. SS, which is more prevalent in women than in men (at a ratio of 9:1), is an autoimmune disorder that is characterized by the chronic dysfunction and destruction of exocrine glands, mainly the salivary and lacrimal glands due to lesions chronically infiltrated by lymphocytes, and the majority of SS patients are postmenopausal women [5,7]. Lymphocytic infiltration has also been reported in the salivary glands of healthy subjects with age [8]. These findings indicate that lymphocytic infiltration resulting in salivary gland destruction is involved in both age- and SS-related dry mouth.

Cellular senescence is characterized by the irreversible arrest of cell proliferation and markedly altered gene expression that is often associated with a unique signature, called the senescence-associated secretory phenotype (SASP) [9]. Accumulating evidence recently indicated a role for immune aging (immunosenescence) in increases in proinflammatory traits with age, including various chronic inflammatory disorders, such as diabetes and autoimmunity [10]. Significant changes have been reported in overall T cell populations with age. The proportion of naïve (CD44^low^ CD62L^high^) cells has been shown to markedly decrease among CD4^+^ T cells, with an age-dependent increase in effector memory T cells (TEM: CD44^high^ CD62L^low^) [11,12]. Among TEM cells, a unique population expressing programmed cell death 1 (PD-1) and CD153 (tumor-necrosis factor superfamily member 8) increase with age in mice, and are known as senescence-associated T cells (SA-Ts) [13]. Increases in SA-Ts are suggested to be involved in some immune aging phenotypes, such as an impaired acquired immune capacity, increases in proinflammatory traits, and an elevated risk of autoimmunity [14]. Although SA-Ts are involved in the pathogenesis of metabolic disorders [15] and the autoimmune disease systemic lupus erythematosus [16], their role in age- and autoimmune-related sialadenitis, leading to salivary gland hypofunction, remains unknown. 

In the present study, we demonstrated that populations of innate immune cells, such as macrophages and dendritic cells decreased, whereas that of acquired immune cells, namely, lymphocytes, increased in the salivary glands of aged mice. An analysis of gene expression profiles in the epithelial cells of salivary glands revealed that the expression levels of the chemokine CXCL13 in salivary gland epithelial cells were markedly higher in aged mice than in young mice. The accumulation of B cells and SA-Ts, which express the CXCL13 receptor CXCR5, was observed in the salivary glands of aged mice, and the population and number of SA-Ts in the salivary glands were both significantly higher in aged female mice than in aged male mice. TEM cells derived from aged mice exhibited stronger in vitro migratory activity toward CXCL13 than those from young mice. The localization of SA-Ts around the epithelial cells of the salivary glands of aged mice was confirmed by the immunohistological analysis. The accumulation of SA-Ts was also confirmed in the salivary glands of SS-like model mice, but was not accompanied by that of B cells, similar to aged mice. These results indicate that the accumulation of SA-Ts may be a common pathogenesis of age- and autoimmune-related sialadenitis.

## 2. Results

### 2.1. Immune Cell Proportions in Salivary Glands of Aged Mice

Since innate [17,18] and acquired [5,19] immune cells are both involved in the pathogenesis of sialadenitis, we initially investigated the proportion of immune cells accumulating in the salivary glands of aged C57BL/6N mice. In the present study, submandibular glands were used as salivary glands. The infiltration of mononuclear cells, particularly around ductal cells, and the destruction of acinar cells were observed in the salivary glands of aged mice (Figure S1). A previous study reported hyposalivation in aged mice [20,21], and we also confirmed this in the aged mice used in the present experiments (Figure S2). Although no significant difference was observed between the cell numbers of macrophages (Figure S3A) and dendritic cells (Figure S3B) harvested from the salivary glands of young and aged mice, these cell proportions in the salivary glands were significantly lower in aged mice than in young mice (Figure 1A,B). However, a flow cytometric analysis revealed that the proportions of lymphocytes, namely, CD19^+^ B cells (Figure 1C) and CD4^+^ and CD8^+^ T cells (Figure 1D), were markedly elevated in aged mice. 

Moreover, the proportions of these cells, particularly CD19^+^ B cells (Figure 1C) and CD4^+^ T cells (Figure 1D), were significantly elevated in both male and female aged mice. These results indicated that salivary gland destruction by the infiltration of lymphocytes may be involved in age-related hyposalivation and sialadenitis.

### 2.2. Increases in CXCL13 Expression Levels in Salivary Gland Epithelial Cells of Aged Mice

Emerging evidence suggests that salivary gland epithelial cells are active participants in the pathogenesis of SS-related sialadenitis. For example, these cells express diverse signaling molecules involved in immune responses, including toll-like receptors (TLRs), major histocompatibility complex (MHC) classes I and II molecules, co-stimulators, chemokines, and cytokines [22]. Therefore, we investigated gene expression profiles in salivary gland epithelial cells isolated using magnetic cell sorting (MACS). 

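EpCAM-positive cells were collected on magnetic beads from the submandibular glands of female C57BL/6 mice aged 9 weeks (young) or 24 months (aged). RNA from the cells of each age was labelled with the dye Cy3 and hybridized to 1 Agilent mouse expression array, whose probes are oligonucleotides of 60 bases. With 1 array per age, no difference has a replicate check and no test between the ages was made. Each array held 62976 spots, of which 59305 were probes for transcripts and the others were controls. The deposited scanner files give the intensity of each spot after the Feature Extraction software had subtracted the background and removed trends across the array, and mark whether the spot was well above background. Where no signal could be measured, the software wrote a small substitute value. On the young array, 32875 spots (55.4%) were well above background, and on the aged array, 30111 (50.8%). The lowest signal well above background was 14.1 on the young array and 14.3 on the aged array. From these intensities, the log2 signal of each spot was taken relative to the 75th percentile of its array, which was 256 on the young array and 198 on the aged array. Spots marked as outliers on either array were left out, and repeated spots of a probe were averaged. A probe was kept when it was well above background on at least 1 array, and a gene was given the values of its brightest kept probe. All differences are aged minus young. Where a gene was well above background on 1 array only, its fold is a lower limit, written as "at least", in which the dim array is given the higher of its lowest signal well above background and the probe's own signal. The arrays carry 300 probes in 10 spots each, and 293 of these were well above background on both arrays. Their difference between the arrays had a median standard deviation of 0.034 on the log2 scale over the spots, which covers the spots of these arrays and not the spread between mice.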

Consistent with previous findings [23], the expression of EpCAM, an epithelial cell marker, was detected throughout the entire epithelia of the salivary glands of young and aged mice, particularly the ductal cells (Figure S4). 

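Figure 2A names 38 genes, 15 drawn as higher and 23 as lower in the cells of aged mice. By the brightest probe, 33 of the 38 genes differed by at least 2-fold in the drawn direction, namely 12 of the 15 and 21 of the 23. Both arrays measured 23 of the genes well above background, and 18 of these passed 2-fold in the drawn direction, the count that remains when the other genes are left out and the lowest under any alternative tried. The other 15 genes were well above background on 1 array only, and for 8 of these the lower limit reached 2-fold. For Naip6, no fold could be given. Measured folds and limits together thus placed 26 of the genes at 2-fold or more. The increase in C3, a complement component, was the largest among genes measured on both arrays, at 1.77 on the log2 scale (3.42-fold). Ccl24, a chemokine that attracts eosinophils, fell by 3.83 on the log2 scale (14.2-fold lower), from 0.17 to -3.66 relative to the 75th percentile. Il6ra, drawn as higher, had a difference of -1.42 by its brightest probe and was at least 8.37-fold higher by its other probe. Il17rd and Nlrp9c, drawn as higher, differed by 0.10 and -0.05, and Tlr3 and Naip5, drawn as lower, by -0.40 and -0.03, all under 2-fold and with a sign that changed under at least 1 other scaling. Another probe of each of these 4 genes changed in the drawn direction, by at least 1.70-fold for Il17rd, by at least 1.80-fold for Nlrp9c, by -1.32 on the log2 scale for Tlr3 and to a level at least 5.80-fold lower for Naip5, although the files match that Naip5 probe to transcripts of other Naip genes as well. The third Il17rd probe, measured on the young array only, had a lower value on the aged array and gives no fold.

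**Figure D1:**
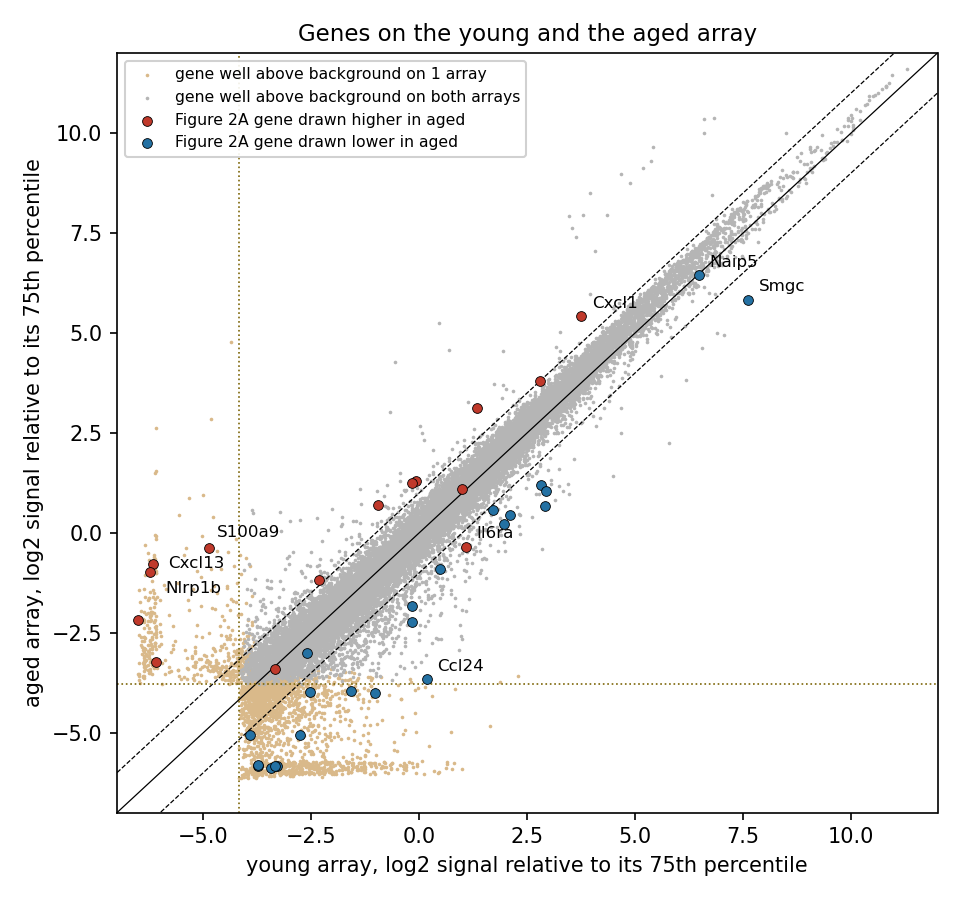
Log2 signal of each gene relative to the 75th percentile of its array, on the young array (horizontal axis) and the aged array (vertical axis), for 21346 genes. The solid line marks equal values, the dashed lines mark 2-fold and the dotted lines mark the lowest signal well above background on each array. Of the 38 genes named in Figure 2A, 15 lie in the strips where only 1 array measured the gene well above background, among them Cxcl13, S100a9 and Nlrp1b.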

A DNA microarray analysis revealed that the expression of 37 genes related to immune responses in salivary gland epithelial cells was markedly stronger or weaker in aged mice than in young mice (Figure 2A). Up-regulated genes in the salivary gland epithelial cells of aged mice mainly comprised chemokines, interleukins, and innate immune-related secretory proteins and receptors. Among these genes, we focused on CXCL13 (B-lymphocyte chemoattractant), which was the most strongly up-regulated gene (40-fold increase), and its receptor CXCR5, which is expressed by B cells and SA-Ts [16]. 

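Of the 15 genes drawn as higher in Figure 2A, 4 are chemokines, 4 belong to innate immunity, 3 are interleukins or their receptors and 4 belong to the NLR family of intracellular sensors. All 4 chemokines were at least 2-fold higher by the brightest probe. Cxcl1 was 3.18-fold and Ccl8 2.61-fold higher, and Ccl28 was 2.02-fold higher and lay under 2-fold under some of the other scalings, with a lowest log2 difference of 0.73 after the intensity-dependent loess. The neutrophil gelatinase-associated lipocalin gene Lcn2 was 3.15-fold higher. S100a8 and S100a9, which encode the 2 chains of calprotectin, were well above background on the aged array only and were at least 3.98-fold and at least 14.0-fold higher. Of the interleukin class, Il12b rose by 1.14 on the log2 scale, and by 0.69 with the normexp background correction. In the NLR family, Naip2 was measured on both arrays and was 2.66-fold higher. By 1 probe each, Nlrp1b and Nlrp4a were measured on the aged array only and were at least 9.15-fold and at least 1.92-fold higher. The other probes of Nlrp1b and Nlrp4a were not well above background on either array. Over the NLR family and the defensins together, 8 of the 11 genes in Figure 2A were well above background on 1 array only. Over the whole array, the genes of Figure 2A included, 55 genes of interleukins and their receptors were kept, and 46 of these were measured on both arrays, with 2 at least 2-fold higher and 7 at least 2-fold lower on the aged array. By their limits, a further 3 were lower and 0 higher. Of 18 kept NLR genes, 11 were measured on both arrays, with 1 higher and 1 lower, and limits add 2 higher and 2 lower. The S100 family had 2 genes higher by their limits and 1 lower on both arrays among 12. Of the 10 kept Toll-like receptors, 0 were higher or lower by 2-fold by the brightest probe, as measured or by a limit. The other Tlr3 probe, measured on both arrays, fell by 1.32 on the log2 scale. Of 69 defensin genes on the array, 7 were kept, and 2 of these were at least 2-fold lower by their limits.

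**Figure D2:**
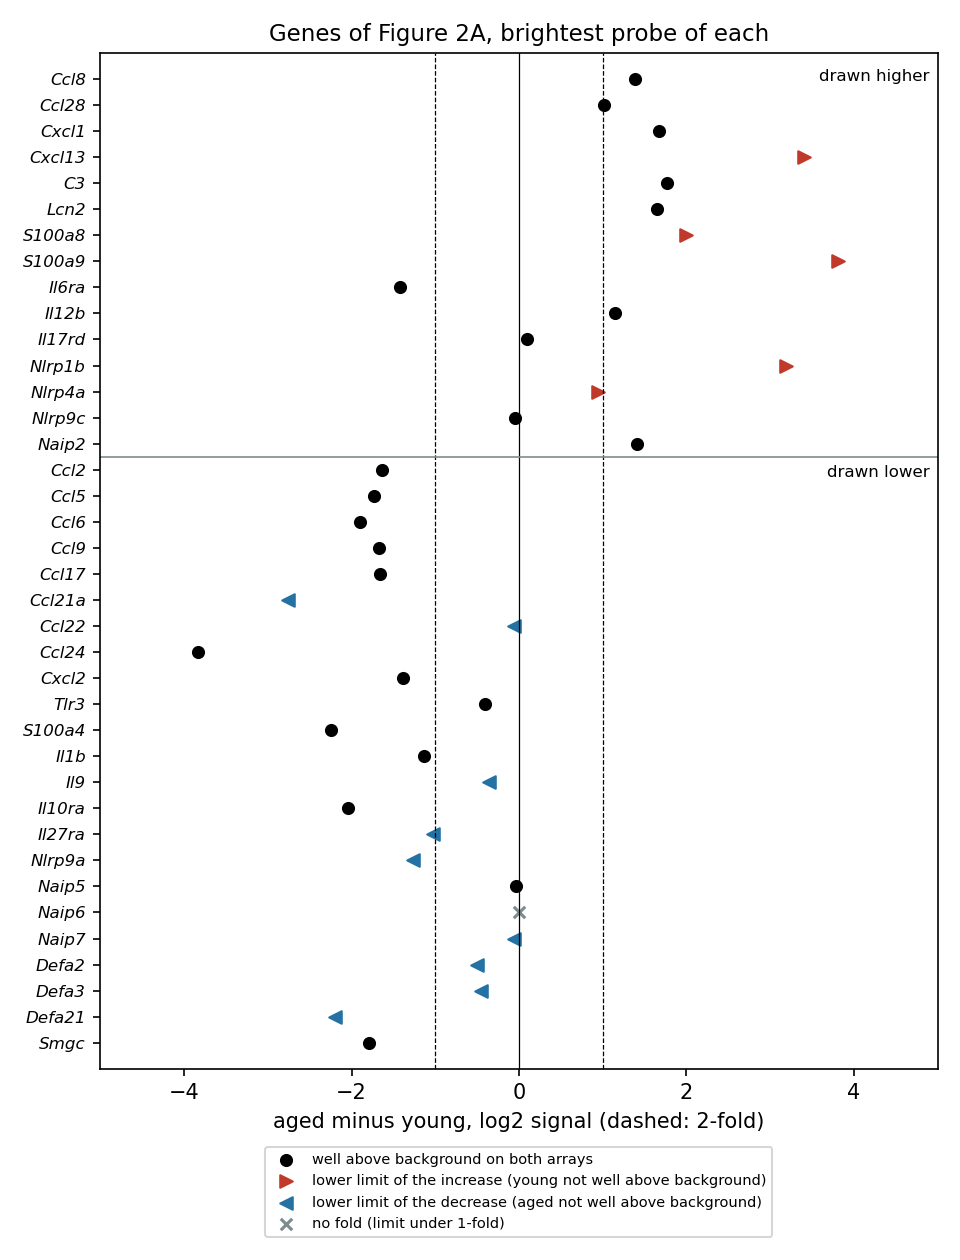
Difference in log2 signal between the aged and the young array for the 38 genes of Figure 2A, by the brightest probe of each gene. Circles are genes measured well above background on both arrays, triangles are lower limits for genes measured on 1 array only, and the cross is Naip6, which has no fold. Among the 15 genes drawn as higher, Il6ra, Il17rd and Nlrp9c and the limit of Nlrp4a lie short of 2-fold, and Il17rd and Nlrp9c change sign under other scalings.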

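The array holds a single probe for Cxcl13 (A_51_P378789, RefSeq NM_018866), with the sequence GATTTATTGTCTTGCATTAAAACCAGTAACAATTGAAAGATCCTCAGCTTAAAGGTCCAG, which the files place on chromosome 5 of NCBI37 (mm9) from 96389861 to 96389920. Its signal was 115 on the aged array, with an error of 12.0 in the software's error model. On the young array, the probe was not well above background, and the software's substitute value of 3.59 stands in place of a signal. Relative to the 75th percentile, the values were -0.79 on the aged array and -6.16 on the young array, a log2 difference of 5.37, or 41.4-fold. Since the young value is a substitute, the data give only a lower limit of 3.40 on the log2 scale, at least 10.6-fold higher on the aged array. The normexp background correction moved the difference most, to 1.89, and the limit was 1.51 or higher under every scaling. Relative to the 75th percentile, no gene of Figure 2A that both arrays measured rose by more than 3.40, whereas with the normexp correction C3 and Cxcl1 rose by more than the limit of 1.51. S100a9 alone among the genes of Figure 2A measured on the aged array only had a higher limit relative to the 75th percentile, and values set against a signal not well above background have no order among themselves. Over the whole array, 20 genes measured on both arrays rose by more than the limit of Cxcl13, as did 26 of the 485 genes measured on the aged array only by their own limits. The probe for Cxcr5 (A_52_P70796, RefSeq NM_007551), on chromosome 9 from 44320071 to 44320130, was not well above background on either array, with values of 2.79 on the young and 2.80 on the aged array. The paper states that Cxcl13 rose the most among these genes, and it focuses on CXCL13 and on CXCR5 as its receptor on B cells and SA-Ts.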

To assess expression profiles more quantitatively, we performed a real-time PCR analysis. CXCL13 mRNA expression levels in the salivary gland epithelial cells were significantly higher in aged mice (15-fold) than in young mice. Moreover, a marked increase in p16^INK4a^ mRNA expression levels, which has been reported in several tissues with age [20,24,25], was confirmed in cells harvested from aged mice (Figure 2B). Although p16^Ink4a^ mRNA expression levels were also significantly increased in pulmonary epithelial cells harvested from aged mice, those of CXCL13 were only slightly elevated by approximately 2.5-fold (Figure 2C). In assessments of senescence-associated beta-galactosidase (β-gal) activity using SPiDER-βGal staining [26], senescent cells were confirmed in the entire epithelia of the salivary glands of aged mice, particularly the ductal cells (Figure 2D). The results of an immunofluorescence analysis also confirmed that EpCAM-positive epithelial cells in the salivary glands of aged mice expressed CXCL13 (Figure 2E). These results suggest that elevated CXCL13 expression levels in salivary gland epithelial cells may contribute to the accumulation of lymphocytes, particularly B cells and SA-Ts, and subsequent tissue destruction. 

### 2.3. Involvement of Sex Differences in Lymphocyte Accumulation in Salivary Glands of Aged Mice

Dry mouth is more prevalent in women, and sex has been shown to influence multiple aspects of acquired immunity [27]. Although no significant differences were observed in the proportion of splenic lymphocytes between male and female aged mice, we confirmed a sex difference in that of infiltrated lymphocytes in salivary glands, namely, the proportions of CD8^+^ T cells and CD19^+^ B cells were significantly smaller and larger in female aged mice than in male aged mice, respectively (Figure 3A). The proportion of TEM (CD44^high^ CD62L^low^) cells in the spleen was larger in aged mice than in young mice (Figure 3B), while that of SA-Ts (PD-1^+^CD153^+^) was also significantly larger; however, no significant differences were noted between male and female aged mice (Figure 3C). In the salivary glands, the proportion of SA-Ts was 2-fold larger in female aged mice than in male aged mice (Figure 3D,E). The numbers of B cells and SA-Ts in salivary glands were significantly higher (30- and 5-fold, respectively) in female aged mice than in male aged mice (Figure 3F). Moreover, the proportion of accumulated B cells peaked in middle-aged mice, whereas that of SA-Ts showed age-dependent increases in female mice (Figure 3G). These results indicate that the systemic conditions of females may be more inducible to the accumulation of B cells and SA-Ts, and that B cells accumulate in salivary glands before SA-Ts with age. 

### 2.4. Enhanced Migratory Response of Aged CD4^+^ T Cells to CXCL13

To examine whether the facilitation of migratory activity contributes to TEM cell infiltration in aged mice, the migratory response of CD4^+^ T cells isolated from young and aged mouse spleens to CXCL13 was assessed using an in vitro trans-well migration assay. The expression levels of the CXCL13 receptor CXCR5 were significantly higher in TEM cells isolated from aged mice than from young mice; however, its expression was not detected in naïve cells (Figure 4A). The migratory response to CXCL13 was significantly increased in TEM cells isolated from aged mice, but not in cells isolated from young mice (Figure 4B). In contrast, a migratory response toward CXCL13 was not observed in CD4^+^ naïve T cells isolated from young and aged mouse spleens (Figure 4C). There are two populations of TEM cells: SA-Ts (PD-1^+^ CD153^+^ CXCR5^low^) and T follicular helper (T_FH_) cells (PD-1^+^ CD153^−^ CXCR5^high^) which develop in association with germinal centers during antigen-driven immune responses. T_FH_ cells show no evidence of cellular senescence or CD153 expression and, thus, are distinct from SA-Ts [28]. We confirmed that the migratory response to CXCL13 was significantly increased in both PD-1^+^ CD153^+^ and PD-1^+^ CD153^−^ CD4^+^ T cells isolated from aged mice (Figure 4D). Moreover, the results of the immunohistological analysis confirmed that CD153^+^ CD4^+^ T cells localized around the EpCAM^+^ epithelial cells of the salivary glands of aged mice (Figure 4E). These results indicate that the up-regulated expression of CXCL13 in the salivary gland epithelial cells of aged mice enhance the migration of SA-Ts to these tissues. 

### 2.5. Accumulation of SA-Ts in Salivary Glands of SS Model Mice

Accumulating evidence indicates that SA-Ts are involved in the pathogenesis of many diseases, such as an autoimmune disease [16] and metabolic disorders [15]. Therefore, we investigated whether SA-Ts are present in the salivary glands of SS-like model (*aly/aly*) mice. In these mice, mononuclear cells mainly consisted of CD4^+^ cells that infiltrated the periducts of salivary glands, germinal center formation was not observed in the spleen, and the systemic absence of lymph nodes and Peyer’s patches was detected [19,29]. Although the generation and development of SA-Ts were previously shown to require germinal center formation and B cells [16], we confirmed that the number and proportion of SA-Ts in the spleen were significantly higher in *aly/aly* mice than in *aly/+* mice (Figure 5A,B). No significant differences were observed in the proportions of macrophages and dendritic cells in salivary glands between *aly/+* and *aly/aly* mice (Figure S5). Moreover, the number and proportion of SA-Ts in the salivary glands were also significantly higher in *aly/aly* mice than in *aly/+* mice (Figure 5C,D). However, the proportion of CD19^+^ B cells in the salivary glands was significantly lower in *aly/aly* mice than in *aly/+* mice (Figure 5E,F), which was a different pattern from that of aged mice (Figure 1C). Since the up-regulated expression of CXCL12 in the epithelial cells of target tissues has been shown to contribute to the greater accumulation of TEM cells in this mouse model [19], we investigated the cell surface expression of the CXCL12 receptor CXCR4 in SA-Ts. Similar to CXCR5, we confirmed the expression of CXCR4 in SA-Ts harvested from the spleens of both aged and *aly/aly* mice (Figure 5G). Senescence-associated β-gal activity in the ductal epithelial cells of the target tissue, which showed the up-regulated expression of CXCL12 [19], was stronger in *aly/aly* mice than in *aly/+* mice (Figure 5H). These results suggested that SA-Ts are also involved in the pathogenesis of SS-related sialadenitis and that CXCL12/CXCR4 signaling plays a role in the accumulation of SA-Ts toward target tissues. 

## 3. Discussion

To the best of our knowledge, this is the first study to show that the up-regulated expression of chemokines in epithelial cells of the salivary glands of aged and SS-like model mice is a critical factor promoting B-cell and/or SA-T accumulation and subsequent tissue destruction. SA-Ts exhibit the characteristic features of cellular senescence, with defective T cell receptor-mediated proliferation and T cell cytokine production. However, upon T cell receptor stimulation, SA-Ts secrete large amounts of atypical pro-inflammatory cytokines and chemokines, such as osteopontin, interferon (IFN)-γ, and CCL3 [16]. Osteopontin produced by SA-Ts was found to protect germinal center B cells from antigen-induced apoptosis [16]. Osteopontin transgenic mice, particularly females, exhibit the lymphocytic infiltration of salivary glands and hyposalivation, similar to SS [30]. Moreover, IFN-γ [31] and CCL3 [22] have been identified as active participants in the pathogenesis of SS. However, the molecular mechanisms by which SA-Ts are involved in age- and SS-related sialadenitis and hyposalivation have not yet been elucidated. Although the accumulation of SA-Ts was demonstrated in the present study, further studies are needed on the underlying mechanisms using murine and human samples. 

Aging-related changes have also been reported in cytotoxic T cells and regulatory T cells (Tregs) that act in concert to provide T cell-mediated immunity [32,33]. Tregs have functions that suppress immune responses activated by conventional T cells [34]. Previous studies suggested that aged Tregs were less effective at suppressing the function of conventional T cells [35] and expanding in response to muscle injury [36], implying that aging negatively influences the intrinsic function of Tregs. The number of peripheral Tregs was shown to be significantly lower in SS patients than in healthy controls [37]. Moreover, the frequency of Foxp3^+^ Tregs in salivary gland tissues from SS patients correlated with the inflammation grade and some risk factors for the development of lymphoma [38]. In the present study, we demonstrated that SA-Ts accumulated in the salivary glands of aged and SS-like model mice. In the future, we intend to investigate the involvement of aged Tregs in the pathogenesis of age- and SS-related sialadenitis.

Chemokines, which are small chemoattractant proteins that guide cellular migration, are strongly involved in the development of sialadenitis. The expression of CXCL13 in salivary tissue has been shown to increase with disease progression, while its blockage resulted in a modest reduction in glandular inflammation in SS model mice. Moreover, CXCL13 concentrations in the serum and saliva were significantly higher in patients with SS than in healthy controls [39]. In the present study, we demonstrated that CXCL13 was the most strongly up-regulated chemokine in the salivary gland epithelial cells of aged mice (Figure 2A). 

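Of the 36 chemokine genes on the array, 29 were well above background on at least 1 array and 7 were not. Cxcl13 had the highest difference of the 29, and it kept this rank under every scaling, filter and choice of probe that gave it a value. Relative to the 75th percentile, no chemokine measured on both arrays rose by more than its lower limit of at least 10.6-fold. With the normexp correction, under which the limit is lowest, the Cxcl1 difference was 1.56 and lay above that limit, so the order of these 2 genes rests there on the substitute value. In all, 4 chemokines were at least 2-fold higher on the aged array, 3 of them measured on both arrays and Cxcl13 by its limit. At least 2-fold lower were 7 measured on both arrays and, by its limit, Ccl21a, and the number reaches 10 only when values not well above background are taken as they stand. The median difference of the 29, with such values as they stand, was -0.57 and lay between -0.83 and -0.36 over the scalings. Next after the chemokines of Figure 2A, Cxcl17 was 1.59-fold higher. Among the decreases measured on both arrays, Ccl6 fell by 1.90, Ccl5 by 1.73, Ccl9 by 1.67, Ccl17 by 1.66, Ccl2 by 1.64 and Cxcl2 by 1.38 on the log2 scale. Ccl21a and Cxcl9 were measured on the young array only and were at least 6.79-fold and at least 1.80-fold lower on the aged array. Cxcl12 differed by -0.03, between -0.14 and 0.14 over the scalings first chosen and by -0.28 with the arrays set level on their spike-in controls, and another Cxcl12 probe differed by -0.55.

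**Figure D3:**
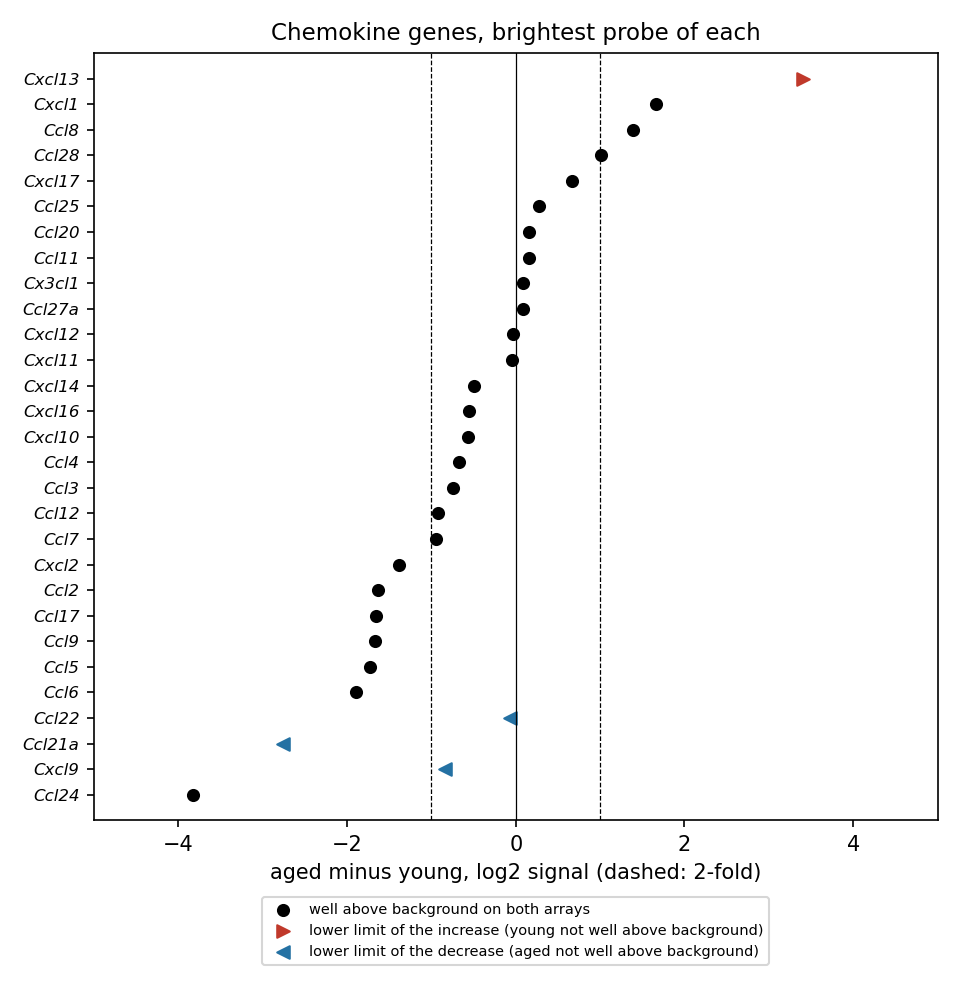
Difference in log2 signal between the aged and the young array for the 29 chemokine genes measured on at least 1 array. Circles are genes measured on both arrays and triangles are lower limits for genes measured on 1 array only, with dashed lines at 2-fold. The limit of Cxcl13 lies at 3.40, to the right of every other chemokine in this scaling.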

Although the mechanisms underlying the up-regulation of CXCL13 have not yet been elucidated in detail, Dragin et al. reported that a physiological concentration of estradiol induced a significant decrease in CXCL13 protein expression levels in thymic epithelial cells, and that CXCL13 mRNA expression levels were significantly higher in the thymus of aromatase (the enzyme involved in estrogen synthesis) knockout mice than in wild-type mice, suggesting that CXCL13 expression levels are reduced by estrogens [40]. Moreover, Liu et al. recently reported that CXCL13 mRNA expression levels were increased in murine macrophages with p16^INK4a^ promoter activation [41]. Based on the significantly higher numbers of B cells and SA-T cells, which express the CXCL13 receptor CXCR5, in the salivary glands of female aged mice than of male aged mice (Figure 3F), these results indicate that decreases in estrogen signaling and p16^INK4a^ activation exert additive or synergistic effects on CXCL13 expression in salivary gland epithelial cells. 

Dry mouth treatments, such as sialagogues and moisturizing agents, are mainly symptomatic, and a radical therapy has not yet been established [42]. The therapeutic targeting of senescence to promote healthy aging and prevent age-related diseases, otherwise known as senotherapy, has recently been attracting increasing attention [43]. Although SA-Ts are involved in the pathogenesis of metabolic disorders [15] and the autoimmune disease systemic lupus erythematosus [16], Yoshida et al. recently reported that the elimination of SA-T cells using a CD153 vaccine improved glucose tolerance and insulin sensitivity [44]. In the present study, we confirmed the accumulation of SA-Ts in the salivary glands of both aged and *aly/aly* mice, suggesting its involvement in the common pathogenesis of age- and SS-related sialadenitis. Although further studies are needed to elucidate the mechanisms underlying the overexpression of CXCL13 and CXCL12 in epithelial cells, the present results indicate that the CD153 vaccine is also effective for preventing age- and SS-related sialadenitis. Oxidative stress has also been implicated as one of the causes of aging and age-related diseases, such as type 2 diabetes [45,46]. Previous studies reported that local oxidative stress is involved in hyposalivation [47], and that astaxanthin, a carotenoid with antioxidant properties, attenuated age-related hyposalivation [48] in mice. Oxidative stress disrupts cell structures, and this function may be involved in the pathogenesis of salivary glands in SS [49,50]. These findings indicate that oxidative stress is also a target for the prevention of age- and SS-related hyposalivation.

We recently demonstrated that SA-Ts accumulated in the lacrimal glands of aged mice, but increased pilocarpine-stimulated tear secretion in aged mice, presumably via up-regulated peroxisome proliferator activated receptor-γ (PPARγ) and adiponectin-mediated signaling in the lacrimal glands of aged mice [51]. However, the DNA microarray analysis in this study revealed no marked differences in PPARγ mRNA expression levels in salivary gland epithelial cells isolated from young and aged mice, and no significant changes in the expression levels of adiponectin and its receptor AdipoR2 mRNA in the salivary glands of young and aged mice (Figure S6). 

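On the arrays of the sorted epithelial cells, the probe for Pparg that was kept (A_51_P106799, RefSeq NM_011146) lies on chromosome 6 of the files' build from 115440213 to 115440272. Its signal was 154 on the young array, with an error of 15.8, and 80.6 on the aged array, with an error of 8.73. Relative to the 75th percentile, this is -0.73 on the young and -1.30 on the aged array, a difference of -0.56 on the log2 scale, or 1.48-fold lower. The difference lay between -0.68 and -0.33 over the scalings first chosen. It moved most, to -0.81, when the arrays were set level on their spike-in controls, an alternative added after the data had been seen, and it stayed under 2-fold under every setting. A second probe for Pparg was not well above background on either array.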

PPARγ, which controls the secretion of adipokines, such as adiponectin [52], and its ligands exert not only therapeutic effects to increase tear fluid production [53], but also anti-inflammatory and anti-apoptotic effects in human salivary gland epithelial cells [54] and the amelioration of histopathological lesions in the salivary glands of SS model mice [55]. Although pioglitazone, a PPARγ ligand, is already on the market and its side effects are well known, these results indicate that it may be an attractive candidate due to its safety and effectiveness against age- and SS-related sialadenitis.

In conclusion, the present results demonstrated that lymphocytes rather than innate immune cells, such as macrophages and dendritic cells, accumulated in the salivary glands of aged mice. SA-Ts accumulated in the salivary glands of aged and *aly/aly* mice, presumably via the up-regulated expression of chemokines in these epithelial cells. The accumulation of B cells and SA-Ts occurred to a greater extent in female than in male aged mice. The present results will promote research with a focus on senescent cells as a valuable strategy for the prevention and treatment of age-and SS-related sialadenitis.

## 4. Materials and Methods

### 4.1. Animals

All animal experiments were approved by and conducted in accordance with guidelines established by the National Center for Geriatrics and Gerontology Animal Ethics Committee (29-4, 9/3/2017). Young adult C57BL/6N mice (age: 8–10 weeks), middle-aged adult C57BL/6N mice (age: 12 months), and aged adult C57BL/6N mice (age: 22–25 months) were obtained from Japan SLC Inc. (young and middle-aged: Hamamatsu, Japan) or the Experimental Animal Facility at the National Center for Geriatrics and Gerontology (aged: Obu, Japan). Alymphoplasia (*aly*)*/aly* and *aly/+* mice were obtained from CLEA Japan (Tokyo, Japan). Mice were housed in specific pathogen-free conditions under a 12-h light-dark photocycle and had *ad libitum* access to water and food. The temperature in the room was maintained at 23 ± 2 °C and humidity at 50 ± 10%.

### 4.2. Hematoxylin and Eosin Staining

Salivary glands were harvested from mice and fixed in 10% phosphate-buffered formaldehyde (pH 7.2). A histological examination was performed using sections stained with hematoxylin and eosin (MUTO PURE CHEMICALS CO., LTD., Tokyo, Japan).

### 4.3. Measurement of Saliva Secretion

Mice were anesthetized and intraperitoneally injected with 1 mg/kg of pilocarpine (Kanto Chemical Co., Inc., Tokyo, Japan). Saliva was collected from the mouth for 5 min using ring caps (AS ONE Corporation, Osaka, Japan). The total volume of saliva was measured and calculated per body weight.

### 4.4. RNA Isolation

Total RNA was extracted from cells and tissues using the RNeasy mini kit or RNeasy Lipid Tissue Mini Kit (Qiagen, Hilden, Germany), respectively, according to the manufacturer’s instructions. Total RNA concentrations were measured using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and cDNA was synthesized with the PrimeScript RT Master Mix (Takara Bio Inc., Shiga, Japan). In the DNA microarray, RNA quality was assessed using an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### 4.5. Quantitative Real-Time PCR Analysis 

PCR was performed on a LightCycler 96 system using FastStart Essential DNA Green Master (Roche Applied Science, Mannheim, Germany). The following primers were used for the amplification of specific genes: adiponectin, 5′- CAGGCATCCCAGGACATCC-3′ (sense) and 5′- CCAAGAAGACCTGCATCTCCTTT-3′ (antisense); AdipoR2, 5′-TTCCTATTATGAAAATAGCCCGGA-3′ (sense) and 5′-CATGATGGGAATGTAGGAGC-3′ (antisense); CXCL13, 5′-TGGCTGCCCCAAAACTGA-3′ (sense) and 5′-TGGCACGAGGATTCACACAT-3′ (antisense); p16^INK4a^, 5′-CGTACCCCGATTCAGGTGAT-3′ (sense) and 5′-TTGAGCAGAAGAGCTGCTACGT-3′ (antisense); GAPDH, 5′-GCCTTCCGTGTTCCTACCC-3′ (sense) and 5′-TGAAGTCGCAGGAGACAACC-3′ (antisense). The relative mRNA expression of each transcript was normalized against GAPDH mRNA.

### 4.6. DNA Microarray Analysis

Gene expression profiles were analyzed by Hokkaido System Science (Hokkaido, Japan) using the SurePrint G3 Mouse GE Microarray kit 8 × 60K (Agilent Technologies). Data acquisition and the normalization of expression data were performed using GeneSpring 14.9 (Agilent Technologies), and per-chip normalization to the 75th percentile was conducted. After this normalization, extremely low intensity probes were excluded, and differentially expressed genes were identified by applying a cut-off of ±2-fold. 

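The paper's text does not state the intensity below which probes were excluded, so the software's mark for well above background was used here. Of 56597 probes, 30907 were kept, for 21346 genes. By the brightest probe, with values not well above background taken as they stand, 650 genes were at least 2-fold higher and 1691 at least 2-fold lower on the aged array, so that 27.8% of the genes past 2-fold were higher. This share was 38.0% (883 higher and 1441 lower) when each array was centred on its median, and 17.5% (474 and 2235) when the arrays were set level on their spike-in controls. Centring on the median moved the median difference of all genes by 0.17 on the log2 scale, from 0.06. The spike-in controls moved it by -0.25, the 75th percentile over probes well above background on both arrays by -0.11 and the loess by -0.10. The counts were lowest under the normexp correction, with 211 higher and 320 lower, and were 1685 and 2416 without a filter on dim probes. Both arrays measured 18745 of the genes, and 284 of these were higher and 571 lower. A further 485 genes were measured on the aged array only, with a limit of at least 2-fold for 255, and 2116 on the young array only, with a limit of at least 2-fold for 527. The genes with several kept probes numbered 6605, and in 950 of them (14.4%) the probes differed by more than 1 on the log2 scale. In 21 genes, probes changed by at least 2-fold in opposite directions.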

Heat maps displayed values normalized to baseline transformation to the median of all samples. Microarray data are available from the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 20 December 2020) under accession number GSE156682.

### 4.7. Immune Cell Isolation from the Spleen and Salivary Glands

Spleen cells were suspended by homogenization, and red blood cells were removed with 0.83% ammonium chloride. The remaining cells were washed twice with 2% fetal bovine serum (FBS)–Dulbecco’s modified Eagle’s medium (DMEM: Sigma-Aldrich, St. Louis, MO, USA). Whole salivary gland lobes were minced into pieces of 1–3 mm, homogenized with a glass tissue homogenizer, and digested with 1 mg/mL collagenase type I (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) in DMEM containing 10% FBS at 37 °C for 10 min. They were filtered through a 70-μm nylon mesh, centrifuged (600× *g*, 4 °C, 10 min), and rinsed twice with DMEM containing 2% (spleen) or 10% (salivary glands) FBS. The viability of isolated cells was assessed by a cell counter (Countess II Automated Cell Counters, Thermo Fisher Scientific) with trypan blue staining. Cell numbers were counted as the total absolute number of isolated cells per tissue by a cell counter (Countess II Automated Cell Counters) with trypan blue staining. The proportion of suspended cells was then analyzed by flow cytometry as described below. 

### 4.8. Isolation of Epithelial Cells from Salivary Glands and Lungs Using Magnetic Cell Sorting (MACS)

Tissues were minced and homogenized as described above and digested with 1 mg/mL collagenase type I (Wako), 1 mg/mL hyaluronidase type I (Sigma), and 0.01 mg/mL DNase I (Roche) in DMEM containing 10% FBS at 37 °C for 40 min. They were then filtered through a 70-μm nylon mesh, centrifuged (600× *g*, 4 °C, 5 min), rinsed twice with DMEM containing 10% FBS, and filtered through a 40-μm nylon mesh. Epithelial cells from the cell suspension were collected by positive selection using Miltenyi mouse CD326 (epithelial cell adhesion molecule; EpCAM) MicroBeads (130-105-958) [56]. We confirmed that purity was more than 80% (Figure S7). Total RNA was extracted as described above.

### 4.9. Flow Cytometric Analysis

Immune cells and epithelial cells harvested from tissues were stained using a PE-Cy7-conjugated anti-mouse CD4 monoclonal antibody (mAb) (100405), PE-Cy5-conjugated anti-mouse CD8a mAb (100709), PE-Cy5-conjugated anti-mouse/human CD11b mAb (101209), allophycocyanin (APC)-Cy7-conjugated anti-mouse CD11c mAb (17323), APC-conjugated anti-mouse F4/80 mAb (123115), PE-conjugated anti-mouse CD19 mAb (152407), PE-Cy7-conjugated anti-mouse CD45.2 (Ly5.2) mAb (109829), APC-conjugated anti-mouse CD44 mAb (103011), APC-Cy7-conjugated anti-mouse CD62L mAb (104427), PE-conjugated anti-mouse CD153 mAb (106405), PerCP/Cy5.5-conjugated anti-mouse CD184 (CXCR4) mAb (146509), PerCP/Cy5.5-conjugated anti-mouse CD185 (CXCR5) mAb (145507), fluorescein isothiocyanate (FITC)–conjugated anti-mouse CD279 (PD-1) mAb (135213), and FITC–conjugated anti-mouse CD326 (EpCAM) mAb (118207), which were obtained from BioLegend (San Diego, CA, USA). A Canto II flow cytometer (BD Biosciences, San Jose, CA, USA) was used to identify cell populations according to surface expression profiles. Flow cytometric data were analyzed using FlowJo software v10 (BD Biosciences). The representative gating strategy for analyzing SA-T cells was reported previously [51]. 

### 4.10. Immunofluorescence Staining

Frozen sections of salivary gland tissue were fixed with methanol/acetone (1:1), blocked using 5% normal goat serum (WAKO)/0.3% Triton X-100 (Sigma) in phosphate-buffered saline (PBS), and stained with FITC-conjugated anti-mouse CD326 (EpCAM) mAb (118207, BioLegend), Alexa Fluor 647-conjugated anti-mouse CD4 mAb (100426, BioLegend), anti-mouse CD153 mAb (14-1531-85, Thermo Fisher Scientific), and an anti-mouse CXCL13 polyclonal antibody (PA1-29046, Thermo Fisher Scientific). Alexa Fluor 555-conjugated anti-rat IgG (H+L) (4417) and Alexa Fluor 594-conjugated anti-rabbit IgG (H+L) (8889), which were obtained from Cell Signaling Technology, were used as the secondary antibody. These antibodies were diluted with the Can Get Signal immunostain solution (Toyobo, Osaka, Japan). After washing 3 times with PBS, nuclear DNA was stained with ProLong Diamond Antifade Mountant with DAPI (Thermo Fisher Scientific). Images were acquired using the KEYENCE BZ-X800 microscope (Osaka, Japan), and processed with the full focus function of the BZ-X800 Analyzer software (Itasca, IL, USA)unless otherwise stated. 

### 4.11. SPiDER-βGal Staining

Frozen sections of salivary gland tissue were fixed in 10% phosphate-buffered formaldehyde (pH 7.2) at RT for 20 min, washed in PBS, and immersed in SPiDER-βGal staining solution (SG03, Dojindo Laboratories, Kumamoto, Japan) at 37 °C for 1 h, according to the manufacturer’s instructions. Imaging was performed after washing with PBS. 

### 4.12. In Vitro Chemotactic Migration Assay

After spleen cells were homogenized and red blood cells hemolyzed, CD4^+^ T cells were collected using a CD4^+^ T cell isolation kit (Miltenyi Biotec, Gladbach, Germany). After serum starvation in 0.1% bovine serum albumin (BSA, Sigma-Aldrich)-RPMI 1640 medium (Sigma-Aldrich) for 24 h, CD4^+^ T cells were plated (3×10^5^ cells in 350 μL) in culture plate inserts (3.0 μm pore size) (Falcon, NY, USA). An equal volume of medium containing CXCL13 (0–4 μg/mL) (BioLegend) was added to the lothermower chamber in 350 μL of 0.1% BSA-RPIM 1640 medium, and cells were then cultured at 37 °C for 6 h. The number of migrated cells was analyzed by flow cytometry.

### 4.13. Statistical Analysis

The significance of differences was evaluated by the Student’s unpaired t-test or Dunnett’s multiple comparison test after an analysis of variance (ANOVA) using GraphPad InStat [57]. Values of *p* < 0.05 were considered to be significant.

## Figures and Tables

**Figure 1:**
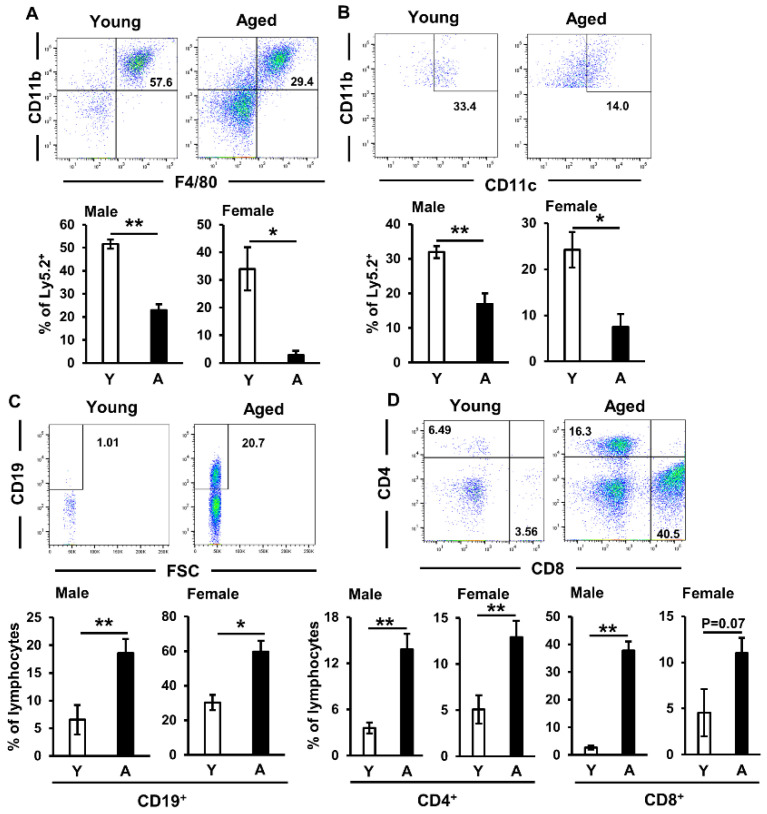
Lymphocyte accumulation in salivary glands of aged mice. (**A**,**B**) The frequencies of CD11b^+^ F4/80^+^ macrophages (**A**) and CD11b^+^ CD11c^+^ dendritic cells (**B**) gated on Ly5.2^+^ cells in the salivary glands of young (Y) and aged (A) C57BL/6N mice were assessed by flow cytometry. Left and right graphs show male and female mice, respectively (**A**: *n* = 4–5 mice per group, **B**: *n* = 3–5 mice per group). (**C**,**D**) The frequencies of CD19^+^ B cells (**C**) and CD4^+^ and CD8^+^ T cells (**D**) gated on lymphocytes in the salivary glands of young (Y) and aged (A) mice were assessed by flow cytometry. Left and right graphs show male and female mice, respectively (**C**: *n* = 4–6 mice per group, **D**: CD4 *n* = 4–6, CD8 *n* = 3–4 mice per group). Values are shown as means ± SEM. * *p* < 0.05 and ** *p* < 0.01 (the Student’s unpaired *t*-test).

**Figure 2:**
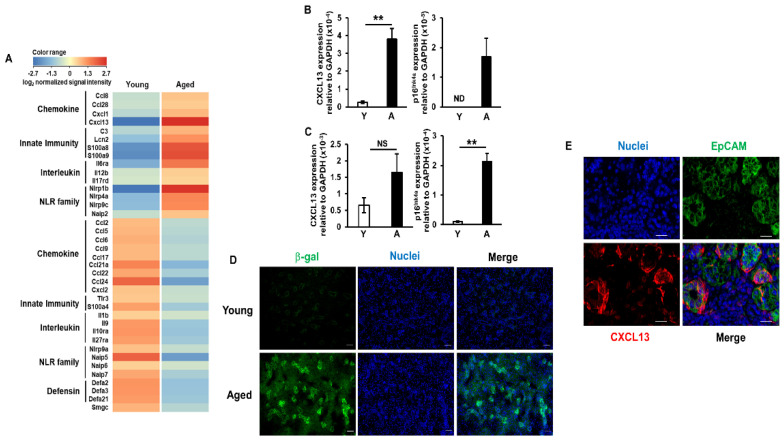
Salivary gland epithelial cells from aged mice display a unique gene expression phenotype. (**A**) Heatmap of gene expression levels of selected function-associated genes in isolated epithelial cells from young or aged C57BL/6N mice. Each column shows the expression level of a single sample. The log2-transformed ratio of normalized signal intensities versus the median signal intensity of these samples is shown. (**B**,**C**) CXCL13 and p16^Ink4a^ mRNA expression levels in salivary gland (**B**) or pulmonary (**C**) epithelial cells harvested from young (Y) or aged (A) mice, as analyzed by quantitative real-time PCR. Values are shown as means ± SEM (**B**: *n* = 6–9 mice per group, **C**: *n* = 5 mice per group). ND, not detected. ** *p* < 0.01. NS, not significant (the Student’s unpaired *t*-test). (**D**) Senescence-associated staining for SPiDER-βGal in frozen sections of salivary glands harvested from young and aged mice. Nuclei were stained with DAPI. Bars = 50 μm. (**E**) CXCL13 expression in the salivary glands of aged mice as detected by an immunofluorescence analysis using FITC-conjugated anti-mouse CD326 (EpCAM) mAb and an anti-mouse CXCL13 polyclonal antibody. Nuclei were stained with DAPI. Images show a Z-stack tile series of pictures. Bars = 20 μm.

**Figure 3:**
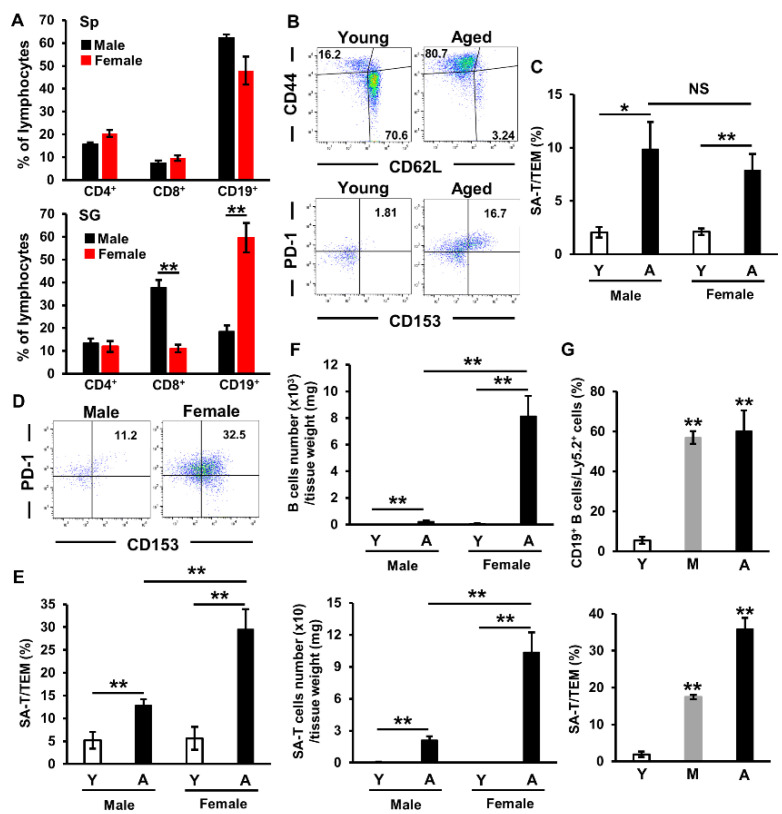
B cells and senescence-associated T cells (SA-Ts) accumulate in salivary glands of aged mice, particularly in female mice. (**A**) Proportion of lymphocytes in the spleen (Sp) and salivary glands (SG) of aged C57BL/6N mice (CD4^+^: *n* = 6–7 mice per group, CD8^+^: *n* = 4–5 mice per group, CD19^+^: *n* = 4–6 mice per group). (**B**) CD44/CD62L expression in CD4^+^ T cells and PD-1/CD153 expression in TEM cells in the spleens of young and aged mice as detected by a flow cytometric analysis. Results are representative of those from each group of mice. (**C**) Proportions of SA-Ts in the spleens of young (Y) and aged (A) mice (*n* = 5–6 mice per group). (**D**) PD-1/CD153 expression in TEM cells in the salivary glands of male and female aged mice as detected by a flow cytometric analysis. Results are representative of those from each group of mice. (**E**) Proportions of SA-Ts in the salivary glands of young (Y) and aged (A) mice (*n* = 5–6 mice per group). (**F**) Numbers of CD19^+^ B cells and SA-Ts in the salivary glands of young (Y) and aged (A) mice (*n* = 4–6 mice per group). (**G**) Proportions of CD19^+^ B cells and SA-Ts in the salivary glands of female young (Y), middle-aged (M), and aged (A) mice (*n* = 4–5 mice per group). Values are shown as means ± SEM. (**A**,**C**,**E**,**F**) * *p* < 0.05, ** *p* < 0.01, NS, not significant (the Student’s unpaired *t*-test). (**G**) ** *p* < 0.01 versus young mice (Dunnett’s multiple-comparison test).

**Figure 4:**
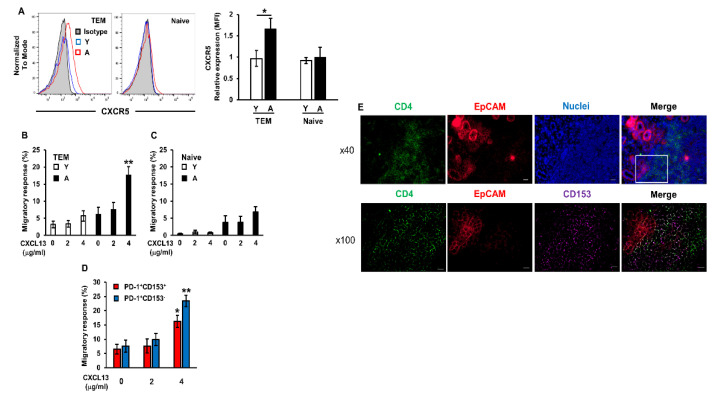
Enhanced migratory rate of CD4^+^ T cells toward CXCL13 isolated from aged mice. (**A**) The cell surface expression of CXCR5 on naïve and TEM cells from the spleens of young (Y) and aged (A) female C57BL/6N mice was detected by flow cytometry (*n* = 5–6 mice per group). Left histograms show a representative of those from each group of mice. Values are shown as means ± SEM. * *p* < 0.05 (the Student’s unpaired *t*-test). (**B**–**D**) Dose-dependent migratory response of TEM cells (**B**), naïve cells (**C**), and PD-1^+^CD153^+^ and PD-1^+^CD153^−^ TEM cells (**D**) to increasing concentrations of CXCL13 in aged female mice. Values are shown as the means ± SEM of tetraplicate measurements. These results are two independent experiments. * *p* < 0.05 and ** *p* < 0.01 versus the control group (the CXCL13 concentration is 0 μg/mL) (Dunnett’s multiple comparison test). (**E**) CD153^+^ CD4^+^ T cell localization in the SG of aged female mice was detected by an immunofluorescence analysis. Lower images show high magnification (×100) of the square area of the upper image. CD4 (green), EpCAM (red), CD153 (purple), CD4 and CD153 (white), and nuclei (blue). The scale bars of upper and lower images are 20 and 10 μm, respectively.

**Figure 5:**
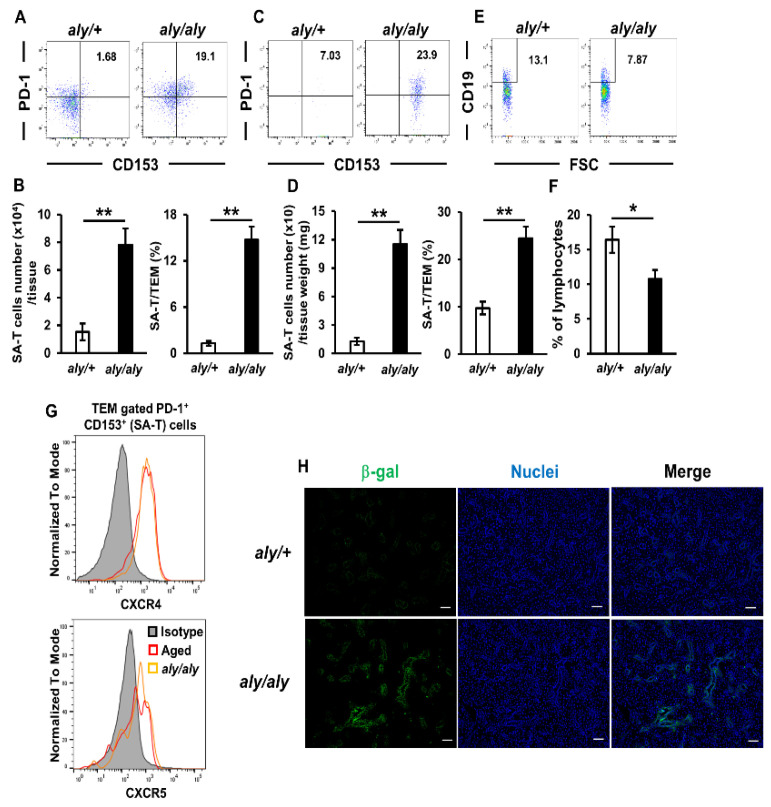
Increases in SA-Ts, but not B cells, in salivary glands of *aly/aly* mice. (**A**) PD-1^+^CD153^+^ expression in TEM cells in the spleens of *aly/+* and *aly/aly* female mice (age 16 weeks) as detected by a flow cytometric analysis. Results are representative of those from each group of mice. (**B**) Numbers and proportions of SA-Ts in the spleens of *aly/+* and *aly/aly* female mice (*n* = 4–5 mice per group). (**C**) PD-1^+^CD153^+^ expression in TEM cells in the salivary glands of *aly/+* and *aly/aly* female mice (age 16 weeks) as detected by a flow cytometric analysis. Results are representative of those from each group of mice. (**D**) Numbers and proportions of SA-Ts in the salivary glands of *aly/+* and *aly/aly* female mice (*n* = 3–4 mice per group). (**E**) The frequencies of CD19^+^ B cells gated on lymphocytes in the salivary glands of *aly/+* and *aly/aly* female mice (age 16 weeks) were assessed by flow cytometry. Results are representative of those from each group of mice. (**F**) Proportions of CD19^+^ B cells in the SG of *aly/+* and *aly/aly* female mice (age 16 weeks) (*n* = 3–5 mice per group). (**G**) The cell surface expression of CXCR4 and CXCR5 on SA-Ts from the spleens of aged and *aly/aly* female mice was detected by flow cytometry. Histograms show a representative of two independent experiments. Values are shown as means ± SEM. * *p* < 0.05 and ** *p* < 0.01 (the Student’s unpaired *t*-test). (**H**) Senescence-associated staining for SPiDER-βGal in frozen sections of salivary glands harvested from *aly/+* and *aly/aly* female mice (age 12 weeks). Nuclei were stained with DAPI. Bars = 50 μm.

## Data Availability

Data that support the results of the present study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/5/2302/s1.

How the deposited data were processed for this re-analysis (not part of the article)

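Gene expression was measured in epithelial cells sorted for EpCAM from the submandibular glands of female C57BL/6 mice, with 1 array for an age of 9 weeks (young) and 1 array for 24 months (aged). Both arrays were on the same slide. The authors hybridized RNA labelled with Cy3 to Agilent mouse arrays of the 8 x 60K format. The deposited scanner files were made with Feature Extraction 12.0.3.1 and give, according to their headers, the intensity of each spot after subtraction of a fitted background surface and correction of multiplicative trends, with no scaling between arrays. They also give the raw mean intensity and the local background of each spot, an error for the processed intensity and marks for spots that are saturated, outliers or well above background. Where the corrected signal was below its error, the software wrote a substitute value. The authors' processed table, made with GeneSpring 14.9, holds the same intensities divided by 1 constant per array. The constants found were 229 for the young and 176 for the aged array, the 75th percentiles over all spots, and all 62976 spots of each array followed them within 0.1%.

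From the scanner intensities, log2 of the processed signal was taken and the log2 of the 75th percentile over the 59305 non-control spots of the array was subtracted, following the normalization that the methods of the paper name. Outlier spots were left out on both arrays when marked on either, with 90 marked on the young and 93 on the aged array, and no spot was saturated. Spots of one probe were averaged. Probes well above background on at least 1 array were kept, and the brightest kept probe by mean log2 signal stood for its gene. A 2-fold difference, named in the methods, was the threshold. Where a probe was not well above background on 1 of the arrays, the brighter value was set against the higher of the lowest signal well above background on the other array and the probe's own value there. This gives a lower limit of the fold, and no fold was given where the limit came out under 1-fold or where the probe was not well above background on either array. No coordinates other than those in the files (NCBI37, mm9) were used. Gene names came from the RefSeq accession in the files, matched to a table of genes on GRCm38.p6, which was used for names only. Of 56605 probes, 33767 matched, and 877 of these took a current name in place of the older one in the files. All others kept the name in the files. Signal over background limits precision on these arrays. On the young array, 30204 probes (53.4%) were well above background, and on the aged array, 27448 (48.5%). For the 25690 probes that were not well above background on either array, the median difference of 0.38 was close to 0.37, the log2 ratio of the 75th percentiles, and carries no information on expression.

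With 1 array per age, there was no test between the ages and no p-value, and no fit with the slide as a block was possible. For lists of genes, the median difference was described by its percentile among 10000 random lists of the same size, matched on mean signal in 20 bins. The genes to be named were fixed before the data were examined, as were the thresholds, the lists of cell type markers and the first alternatives. They were the genes named in Figure 2A and in the text of the paper on these cells, all genes of the marker lists, and the 5 largest increases and 5 largest decreases among genes well above background on both arrays. The 15 lists fixed in this way covered B cells, plasma cells, T cells, macrophages and dendritic cells, neutrophils, fibroblasts, follicular dendritic cells and lymphoid stroma, endothelial cells, acinar cells, granular duct cells, basal and myoepithelial cells, epithelial cells in general, senescence and its secretory phenotype, sex and substrain. A liver list and a cell cycle list were added after the data had been seen, and the immunoglobulin and major urinary protein genes were taken up because of their values.

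The alternatives were centring on the median, the 75th percentile over probes well above background on both arrays, quantile normalization, loess of the difference on the mean signal (span 0.7, 3 iterations), the normexp background correction of the raw intensities with an offset of 50, 3 other filters on dim probes, keeping outlier spots, averaging the probes of a gene, counting probes in place of genes and using the authors' processed table. Ranges given over the scalings cover the 75th percentile, the first 4 of these and normexp. After the data had been seen, 3 alternatives were added, namely setting the arrays level on the spike-in controls, raising dim values to the lowest signal well above background, and counting a gene by any of its kept probes. The calculations used R 4.3.3 with limma 3.58.1 for quantile normalization, loess and normexp, and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The steps were tested on simulated data, in which 200 genes were changed between the 2 arrays and spots varied with a standard deviation of 0.15 on the log2 scale. Of these, 199 (99.5%) were called at 2-fold, and 0 of 21146 unchanged genes were called. The changed genes were drawn from those well above background on both arrays, and every simulated change was larger than 2-fold. The spread was the same at every signal. The simulation thus checks that the steps run correctly and cannot show how reliable the calls are for dim genes.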

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

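The tests of explanations for the major urinary protein (Mup) genes and the immunoglobulin genes, and the lists of their probes, were chosen after the values had been seen, whereas the rule that picks the 5 largest increases was not. The paper does not report on any of these genes, and each rested on 1 array per age. Ranges over the scalings leave out the spike-in controls, which move every difference by -0.25.

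The largest increases among genes well above background on both arrays included 4 members of the Mup family, which encode small secreted lipid carriers. They were Mup pseudogene 8, with a difference of 4.85 on the log2 scale (28.7-fold), Mup5 with 4.56, Mup11 with 4.45 and Mup3 with 4.44, and they were taken up because the paper does not analyse them. Of 27 Mup probes, 22 were well above background on both arrays, and 21 of these were at least 2-fold higher on the aged array. Their median difference was 3.95, and Mup2 went the other way, with -0.69. The Mup genes are near-identical copies, so the probes do not tell which members rose. Scaling of the arrays does not account for the increase, since the smallest median over the scalings was 3.35. Liver, which makes much of the Mup protein of mice, would bring its other abundant transcripts. Albumin (Alb) and Apoa1 were not well above background on either array, Apoa2 differed by 0.01, and the median of 8 kept liver genes was 0.093, at percentile 60.2 of matched random lists and between -0.02 and 0.27 over the scalings, or -0.16 with the spike-in controls. The values argue against liver RNA in the aged sample as the cause, although Ttr, another gene expressed in liver, rose by 4.33. A difference with age in the epithelial cells themselves may be the cause but was not tested. It is open alongside differences in origin, since the paper obtained young and aged mice from different sources.

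A long intergenic noncoding RNA on the reverse strand of chromosome 10, from 87541696 to 87547421 in the files' build, was 27.8-fold higher on the aged array, a log2 difference of 4.80. Its probe lies from 87542451 to 87542510. The difference lay between 4.49 and 4.97 over the scalings. No biological explanation was tested.

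Immunoglobulin heavy chain genes were among the largest increases on the whole array. The brightest probe for the constant region of gamma 2C was well above background on the aged array only and was at least 499-fold higher, a lower limit of 8.96 on the log2 scale. Another gamma 2C probe, measured on both arrays, was 369-fold higher, gamma 2B was at least 130-fold and gamma 1 at least 14.8-fold higher. Of 10 kept probes for gamma and mu constant regions, 9 were higher, and the exception was a mu probe with -1.24. Alpha fell by 2.37 on the log2 scale, and the kappa light chain probes rose by 0.54 and 0.44. Scaling of the arrays does not account for the increase of the gamma and mu probes, whose smallest median over the scalings was 2.84, with genes measured on the aged array only at their limits. Plasma cells carried over in the sort cannot be told apart from other causes. The plasma cell list had a median of -0.048, with 5 of 8 genes kept, at percentile 16.5 of matched random lists, and its members went both ways, since Jchain fell by 1.78 and Xbp1 rose by 0.55. The sign of that median changed when arrays were centred on the median and with the normexp correction. Mzb1 and Tnfrsf17 of this list were not well above background on either array. Xbp1 and Derl3 had signals of 34281 and 16029 on the young array, and signals this bright need not come from plasma cells. The list median therefore cannot decide on plasma cells. A change in the classes of antibody made by cells that remain in the sorted fraction may account for gamma rising while alpha and Jchain fell, but no value here decides it. The paper reports accumulated B cells in the glands of aged mice by flow cytometry, which the array of sorted cells does not measure.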

How the results depend on the processing

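Chosen only after the results were seen were the scaling on spike-in controls, the raising of dim values and the counting of a gene by any kept probe. A value is called moved here when it changed by more than 0.034 on the log2 scale, the standard deviation over repeated spots, which is technical and not between mice, and a count when it changed by more than 1.5 times. No paired analysis was possible because each age has 1 array. The slide was not run as a block, since both arrays lie on the same slide, and Cdkn2a had no kept probe and so no value.

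The Cxcl13 difference of 5.37 was 5.55 with arrays centred on the median, 5.26 with the 75th percentile over probes well above background on both arrays, 5.22 with quantile normalization, 5.44 with loess, 5.12 with the spike-in controls, 3.40 with dim values raised and 1.89 with normexp. It had no value where probes had to be well above background on both arrays. The other alternatives left it within the spread of spots. Normexp adds an offset of 50 to each intensity, which shrinks differences of dim probes by construction. Cxcl13 kept rank 1 among chemokines under every alternative for which this rank was computed. Among all genes it ranked 18 by the substitute value, and 49 with normexp.

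The Pparg difference of -0.56 was -0.39 with arrays centred on the median, -0.68 with the 75th percentile over probes well above background on both arrays, -0.50 with quantile normalization, -0.33 with normexp and -0.81 with the spike-in controls. It stayed negative and under 2-fold throughout, and the cause of these shifts was not tested.

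Normexp left 211 genes at least 2-fold higher and 320 lower, against 650 and 1691, with 39.7% higher. Probes well above background on both arrays gave 285 and 571. Without a filter, or with the filter at the 20th percentile of the signal, 1685 were higher and 2416 lower, with 41.1% higher. Raising dim values left 1098 lower genes. Counted by probes in place of genes, 880 were higher and 2452 lower. Since the filters change which probes are counted, their effect follows from their construction. Without a filter the median difference of all genes moved by 0.18.

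Of the 38 genes in Figure 2A, 33 passed 2-fold in the drawn direction. The number was 21 with normexp, 18 with probes well above background on both arrays, 26 with dim values raised, 35 with the mean of the probes of a gene, 38 by any kept probe and between 31 and 33 under the others.

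Of the marker lists first chosen, that of macrophages and dendritic cells and that of fibroblasts had medians under -1. Both kept this under all alternatives for which lists were computed except normexp, where 1 list kept it and the fibroblast list had -0.78. Among named genes past 2-fold, 78 in number, 72 stayed past 2-fold with arrays centred on the median, 75 with quantile normalization, 76 with loess, 75 with the spike-in controls and 48 with normexp. Directions reversed with normexp for Naip6 (0.10), Naip7 (0.0002), Spp1 (0.025) and Il1a (0.0039), all 4 measured on the young array only. The mean of its probes reversed Il6ra, to 0.94, since its probes go in opposite directions. No other alternative for which the named genes were computed reversed a named gene past 2-fold. Signal over background limits the folds, since 15 of the 38 genes of Figure 2A were well above background on 1 array only.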

Differences from the paper's values

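The count of a gene by any of its kept probes was chosen only after the values had been seen. The text of the paper counts 37 genes, the paper's value, whereas Figure 2A carries 38 gene labels. Of these 38, 33 were at least 2-fold different in the drawn direction by the brightest probe.

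The paper's figure draws Il6ra as higher in aged mice. By its brightest probe it fell by 1.42 on the log2 scale, and the other probe, measured on the aged array only, was at least 8.37-fold higher. The figure draws Il17rd and Nlrp9c as higher and Tlr3 and Naip5 as lower, and their differences of 0.10, -0.05, -0.40 and -0.03 lay under 2-fold. With the mean of the kept probes of a gene, an alternative set before the data were examined, Nlrp9c and Naip5 passed 2-fold in the drawn direction, with the Nlrp9c difference at 1.36 and the Naip5 difference at -1.98. The files match the other Naip5 probe to transcripts of other Naip genes as well. Counting a gene by any kept probe, chosen after seeing the values, places all 38 genes past 2-fold in the drawn direction by the value of the probe, substitute values included, although the third probe of Il17rd goes against the drawn direction, with -2.17 by a value not well above background.

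The paper ranks Cxcl13 first among the genes of its figure by increase. By the values the software gives, its difference of 5.37 was the highest, ahead of Nlrp1b with 5.23. Since neither was well above background on the young array, only limits hold, and the limit of S100a9, at least 14.0-fold, lies above that of Cxcl13, at least 10.6-fold. The arrays thus leave the order of these genes open.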

Other observations

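The test of scaling for the cell cycle genes, the cell cycle list itself, and the separate tests of fibroblasts and of lymphoid stroma were chosen only after the results were seen. Over all marker lists, 1 gene stood on more than 1 list and 7 are drawn in Figure 2A, 6 of them in the senescence list. Ranges over the scalings leave out the spike-in controls, which move every difference by -0.25.

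The paper reports p16INK4a mRNA, from the gene Cdkn2a, by real-time PCR. Both array probes for Cdkn2a were not well above background on either array, with values of 2.90 and 6.68 on the young and 2.92 and 9.66 on the aged array. The list of 20 genes of senescence and its secretory phenotype had 18 kept genes and a median of -0.20, or -0.08 with genes measured on 1 array at their limits, and between -0.31 and -0.02 over the scalings. With the spike-in controls, it was -0.45. The first median lay at percentile 1.60 of matched random lists. Its members went both ways, with Gdf15 4.62-fold higher and Cdkn2b 1.64-fold higher, whereas Tnf fell by 1.42 and Igfbp5 by 1.48 on the log2 scale.

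The paper measured adiponectin and AdipoR2 by real-time PCR in whole glands. In the sorted cells, the Adipoq probe was not well above background on either array. The brightest Adipor2 probe differed by 0.27, between -0.06 and 0.44 over the scalings, with the negative value under loess. Another Adipor2 probe differed by 0.10. Epcam differed by 0.20, between -0.05 under loess and 0.37. Gapdh, the reference gene of the real-time PCR in the paper, differed by 0.58, between 0.01 with quantile normalization and 0.76, and its other 5 probes by 0.49 to 0.63. Cxcr4 fell by 0.69. Spp1 was at least 1.40-fold lower, measured on the young array only, and Ccl3 fell by 0.74. The Ifng probe was not well above background on either array.

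Cxcl13 was higher on the aged array, and scaling of the arrays does not account for it, since the smallest lower limit over the scalings was 1.51. Cells other than epithelial cells in the sorted fraction may carry the transcript. A larger share of fibroblasts in the aged sort is argued against. The median of their 7 kept markers was -1.29, at percentile 0.01 of matched random lists, and at most -0.78 over the scalings. Col1a1 was at -1.81, Col1a2 at -1.44 and Col3a1 at -1.73. Fibroblast transcripts were still present, with a Dcn signal of 1360 on the aged array. The medians cannot exclude higher Cxcl13 in the fibroblasts that remained. B cells cannot be told apart from other causes. Their list had a median of -0.19, at percentile 31.4, with 6 of 9 genes kept and a positive sign under normexp, too few and too uneven to decide. Ms4a1 was at least 1.94-fold lower and Cd79b fell by 2.14 on the log2 scale, whereas Pax5 and Cr2 differed by 0.17 and -0.02. Follicular dendritic cells and lymphoid stroma cannot be told apart either, since 6 of their 9 genes had a median of 0.14, at percentile 51.6, which was negative with quantile normalization, loess and the spike-in controls, and Madcam1, Ccl19 and Tnfsf11 were not well above background on either array. A change in the epithelial cells with age stays open and was not tested by these arrays.

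S100a8 and S100a9 are abundant in neutrophils. The neutrophil list had 8 kept genes of 12 and a median of 0.093, at percentile 56.9 and negative with the 75th percentile over probes well above background on both arrays, loess and the spike-in controls. Ltf was 6.25-fold and Ngp at least 2.30-fold higher, whereas Retnlg, Mmp8, Cxcr2 and Mpo were not well above background on either array. Neutrophils carried over in the sort therefore cannot be told apart from a change in the epithelial cells, since members of the list went both ways or were not well above background.

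Several chemokines made by leukocytes were lower on the aged array. The macrophage and dendritic cell list had a median of -1.41, at percentile 0.0 of matched random lists and between -1.53 and -1.18 over the scalings, or -1.66 with the spike-in controls, and all 13 kept genes were lower, 12 of them by at least 2-fold. Lyz2 fell by 1.91, Cd74 by 1.67 and H2-Aa by 2.05 on the log2 scale. This is in line with fewer macrophages and dendritic cells carried over in the aged sort as a source of the lower chemokines. Lower expression in the epithelial cells stays open and was not tested. The endothelial list, with a median of -0.54 at percentile 1.31 and between -0.66 and -0.37 over the scalings, or -0.79 with the spike-in controls, and the fibroblast list were lower as well.

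For the genes of the NLR family and the defensins in Figure 2A, signal near background was tested as an explanation of their differences. Of the 11 genes, 8 were well above background on 1 array only, and 3 of these 8 had a limit of at least 2-fold. This is consistent with signal near background behind part of these differences, but those with a limit of 2-fold or more, Nlrp1b, Nlrp9a and Defa21, exceed it. Each of these limits rests on 1 probe, and the other probes of Nlrp1b and Nlrp9a were not well above background on either array. For Nlrp1b and Naip5, which vary between mouse strains, a substrain difference between the young and aged mice cannot be told apart. The paper obtained the mice from 2 sources, and among the probes of Nnt, Wdfy1 and Entpd4 the largest difference was 0.71, under 2-fold, which these 3 genes do not make decisive for other loci. The median of the 3 was -0.07, at percentile 3.80, with a positive sign when arrays were centred on the median.

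A mislabelled sex does not explain why the arrays differ. Xist was well above background on both arrays, and of 4 Y-linked genes, 0 were well above background on only 1 array. Kdm5d was well above background on both by 1 of its 6 probes, and the other Y-linked genes on neither. The remaining Kdm5d probes were not well above background on either array, so expression of Kdm5d cannot be taken from that probe. The median of the 2 kept genes was -0.09, at percentile 45.3, and positive when arrays were centred on the median.

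Cell cycle genes were lower on the aged array. The list had 15 kept genes of 16, of which 14 were lower, and a median of -3.11, or -2.70 with limits, at percentile 0.0 of matched random lists. Mki67 was at least 24.8-fold lower, Birc5 fell by 3.86 and Cdc20 by 3.24, whereas Pcna differed by 0.05, between -0.19 and 0.22 over the scalings. Scaling of the arrays does not account for this, since the highest median over the scalings was -1.30. Fewer dividing cells in the glands of mice aged 24 months than in those aged 9 weeks may be the cause, whether among epithelial or other cells, and this was not tested. Other large decreases on both arrays were those of H2ac4, a histone gene, with -3.66, Retnla with -3.54 and Ear1 with -3.53.

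The T cell list had a median of -0.01, at percentile 44.6 and between -0.12 and 0.17 over the scalings, or -0.26 with the spike-in controls. The acinar list had 0.38, at percentile 40.2, with 0.00 under quantile normalization and -0.53 under loess. The granular duct list had -0.12, at percentile 0.46, with 0.06 when arrays were centred on the median, -0.56 under quantile normalization and -0.82 under loess. The basal and myoepithelial list had 0.03, at percentile 24.8, and between -0.26 and 0.21 over the scalings, although Cnn1 fell by 2.14 and Myh11 by 1.83 within it. Acta2 entered this list with -0.08 by its brightest probe. Another Acta2 probe, measured on both arrays, fell by 1.96, and a further one, measured on the young array only, was at least 4.31-fold lower. The median does not show these decreases. The list of epithelial cells in general had 0.07, at percentile 11.5, and was negative under quantile normalization, loess, normexp, the spike-in controls and the 75th percentile over probes well above background on both arrays, with a lowest value of -0.32.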
